# TFAP2C increases cell proliferation by downregulating GADD45B and PMAIP1 in non-small cell lung cancer cells

**DOI:** 10.1186/s40659-019-0244-5

**Published:** 2019-07-11

**Authors:** Hyunhee Do, Dain Kim, JiHoon Kang, Beomseok Son, Danbi Seo, HyeSook Youn, BuHyun Youn, Wanyeon Kim

**Keywords:** TFAP2C, Tumor suppressor, GADD45B, PMAIP1, Lung tumorigenesis

## Abstract

**Background:**

Non-small cell lung cancer (NSCLC) is one of the leading causes of death in the world. NSCLC diagnosed at an early stage can be highly curable with a positive prognosis, but biomarker limitations make it difficult to diagnose lung cancer at an early stage. To identify biomarkers for lung cancer development, we previously focused on the oncogenic roles of transcription factor TFAP2C in lung cancers and revealed the molecular mechanism of several oncogenes in lung tumorigenesis based on TFAP2C-related microarray analysis.

**Results:**

In this study, we analyzed microarray data to identify tumor suppressor genes and nine genes downregulated by TFAP2C were screened. Among the nine genes, we focused on growth arrest and DNA-damage-inducible beta (GADD45B) and phorbol-12-myristate-13-acetate-induced protein 1 (PMAIP1) as representative TFAP2C-regulated tumor suppressor genes. It was observed that overexpressed TFAP2C resulted in inhibition of GADD45B and PMAIP1 expressions at both the mRNA and protein levels in NSCLC cells. In addition, downregulation of GADD45B and PMAIP1 by TFAP2C promoted cell proliferation and cell motility, which are closely associated with NSCLC tumorigenesis.

**Conclusion:**

This study indicates that GADD45B and PMAIP1 could be promising tumor suppressors for NSCLC and might be useful as prognostic markers for use in NSCLC therapy.

**Electronic supplementary material:**

The online version of this article (10.1186/s40659-019-0244-5) contains supplementary material, which is available to authorized users.

## Background

Lung cancer is one of the most common cancers and is the leading cause of cancer-related deaths worldwide. Lung cancer is divided into small cell lung cancer and non-small cell lung cancer (NSCLC) with NSCLC responsible for almost 80% of lung cancer-related deaths [1, 2]. Despite improvements in chemotherapy and molecular-targeted therapy over recent decades, the 5-year survival rate of NSCLC patients is only 14% [2, 3]. Patients with NSCLC can have a greatly improved prognosis and survival rate when they are diagnosed at an early stage. However, early diagnosis of NSCLC is difficult due to biomarker limitations. Discovery of tumor-specific factors that can influence the diagnosis of NSCLC is critical. Thus, a study to identify novel molecular targets of NSCLC can contribute to improvements in the early diagnosis and therapy of NSCLC.

Transcription factor activating enhancer-binding protein 2C (TFAP2C) is a member of the AP-2 family which has five isoforms. TFAP2C was first shown to play a role in embryonic development [4]. Subsequently, accumulated data have provided several clues that TFAP2C is also highly involved in human solid cancers. TFAP2C is responsible for angiogenesis via an increase in the expression of the extracellular matrix 1 gene in melanoma [5]. In luminal breast cancer, TFAP2C increases epidermal growth factor receptor expression, resulting in cancer cell proliferation and tumor growth [6]. To elucidate a role of TFAP2C in NSCLC, we previously reported that TFAP2C mediates inhibition of A-kinase anchor protein 12 and activation of cell division protein kinase 6 through upregulation of miR-183 and downregulation of miR-33a, leading to cell cycle progression and NSCLC malignancy [7]. TFAP2C can also increase the expression level of transforming growth factor beta receptor I, consequently promoting NSCLC cell proliferation [8]. Recently, it was reported that TFAP2C participates in the enhancement of cancer stemness and chemoresistance in colorectal cancer [9]. These studies have shown that TFAP2C is significantly involved in various cancers; an involvement that may depend on environmental conditions and tumor type. Although these previous studies have indicated the importance of TFAP2C in cancer progression, its roles in NSCLC remain to be investigated.

The present study was established to identify novel tumor suppressive genes that are downregulated during TFAP2C-mediated NSCLC tumorigenesis. Through an analysis of a TFAP2C-related microarray dataset, we identified nine candidate genes functioning as tumor suppressors. In particular, growth arrest and DNA-damage-inducible beta (GADD45B) and phorbol-12-myristate-13-acetate-induced protein 1 (PMAIP1) were downregulated by TFAP2C-overexpressing NSCLC cells, which contributed to NSCLC cell proliferation and motility. Our analysis has identified putative target genes for TFAP2C-mediated NSCLC tumorigenesis, and the results suggest that those genes might be used to provide prognostic targets in the treatment of NSCLC.

## Methods

### Antibodies and reagents

Antibodies specific for TFAP2C (sc-12762), tubulin (sc-23948), GADD45B (sc-377311) and PMAIP1 (sc-515840) were purchased from Santa Cruz Biotechnology (Santa Cruz, CA, USA). Cell culture media (DMEM and RPMI-1640), fetal bovine serum (FBS), penicillin and streptomycin were acquired from Gibco (Grand Island, NY, USA). Small interfering RNA (siRNA) specific for TFAP2C (sc-29696), GADD45B (sc-37416), and PMAIP1 (sc-37305) with control siRNA (sc-37007) were purchased from Santa Cruz Biotechnology.

### Cell lines and cell culture

The human normal lung cell line, WI-26 VA4, and four human NSCLC cell lines, A549, NCI-H292, NCI-H358, and NCI-H460, were acquired from the American Type Culture Collection (ATCC, Manassas, VA), authenticated, and then maintained in early passages for no more than 6 months after receipt from ATCC. The WI-26 VA4, A549, NCI-H460, NCI-H292, and NCI-H358 cells were grown in DMEM or RPMI-1640 supplemented with 10% FBS, 100 U/mL penicillin and 100 μg/mL streptomycin at 37 °C in a 5% CO_2_/95% air atmosphere.

### Transient transfection and real-time reverse transcriptase polymerase chain reaction (qRT-PCR)

A plasmid containing a full-length TFAP2C construct (pcDNA3.1-TFAP2C) and a control plasmid (pcDNA3.1 empty vector) were kindly provided by Ronald J. Weigel (University of Iowa, Iowa City, IA, USA). Cells were plated in 60 mm dishes before undergoing transfection. The cells were transiently transfected with pcDNA3.1-TFAP2C by using Lipofectamine RNAiMAX (Invitrogen, Carlsbad, CA, USA) and with si-TFAP2C, si-GADD45B, and/or si-PMAIP1 by using Lipofectamine 3000 (Invitrogen). After 48 h of transfection, the cells were collected and used for in vitro functional analyses. To analyze the expression levels of mRNAs [10], total RNA was isolated from cells using TRIzol (Invitrogen). To obtain cDNA, the isolated RNA was converted by using an MMLV Reverse Transcriptase system (Bioneer, Daejeon, Republic of Korea) according to the manufacturer’s protocol. The cycle parameters for the reverse transcription (RT) reaction were 25 °C for 5 min, 37 °C for 60 min, 95 °C for 5 min, and then held at 4 °C until used. Each RT product was used as a template for real-time quantitative PCR (qRT-PCR) with specific primers (Table 1). Aliquots of a master mix containing all reaction components and the primers were dispensed into a real time PCR plate (Applied Biosystems, Foster City, CA, USA). All PCR reagents were obtained from a SYBR Green core reagent kit (Applied Biosystems). Gene mRNA levels were measured in triplicate in the reaction plate. Real-time qRT-PCR was performed using an Applied Biosystems-7900 HT qRT-PCR instrument. PCR was performed over 40 cycles of 15 s at 95 °C and 1 min at 60 °C, after which samples were subjected to thermal denaturation. Gene expression levels versus *ACTN* mRNA were determined using the 2^−ΔΔCT^ method [11]. To simplify data presentation, relative expression values were multiplied by 10^2^.

**Table 1:** Primers for determining expression levels of TFAP2C, GADD45B and PMAIP1

Gene	Forward primer	Reverse primer
*TFAP2C*	5′-ACAGGATCCATGTTGTGGAAAATAACCGAT-3′	5′-ATACTCGAGTTTCCTGTGTTTCTCCATTTT-3′
*GADD45B*	5′-GTCGGCCAAGTTGATGAAT-3′	5′-CACGATGTTGATGTCGTTGT-3′
*PMAIP1*	5′-AGATGCCTGGGAAGAAG-3′	5′-AGTCCCCTCATGCAAGT-3′
*ACTN*	5′-TGAGAGGGAAATCGTGCGTG-3′	5′-TGCTTGCTGATCCACATCTGC-3′

### Western blot analysis

After experimental treatments, Western blotting was performed as previously described [12]. Whole-cell lysates and tissue lysates were obtained by using an EzRIPA Lysis kit (ATTO, Tokyo, Japan; 20 mM HEPES, pH 7.5, 150 mM NaCl, 1% NP-40, 0.1% SDS, 0.5% deoxycholic acid, as well as protease inhibitor and phosphatase inhibitor cocktails). Protein concentrations in lysates were determined by using a BioRad protein assay kit (BioRad Laboratories, Hercules, CA, USA). SDS-PAGE was performed with the protein samples, after which the proteins were transferred to a nitrocellulose membrane. For blocking, 5% bovine serum albumin in TBST (10 mM Tris, 100 mM NaCl, and 0.1% Tween 20) was used for 1 h at room temperature. Membranes were then incubated at 4 °C overnight with specific primary antibodies and subsequently probed with peroxidase-conjugated secondary antibodies (Santa Cruz) for 1 h at room temperature. Blots were visualized by using an ECL detection system (Abfrontier, Seoul, Republic of Korea). Data acquisition and densitometric analysis were performed using an iBright CL1000 imaging system (Thermo Fisher Scientific, Waltham, MA, USA).

### Cell viability assay

For cell viability assays, cells were cultured in 35-mm dishes at a density of 5 × 10^4^ cells. After 24 h, they were treated with TFAP2C overexpression and/or siRNA transfection. Cells were detached with 10% trypsin–EDTA and washed with PBS at the indicated times. The cells were resuspended in PBS and diluted 1:1 in trypan blue solution (Gibco). Cell viability was measured by determining the number of viable cells that excluded trypan blue solution.

### Colony-forming assay

For colony-forming assays [13], cells were plated at a density of 1000 cells per 35 mm dish. After 24 h, the cells were treated with the indicated gene and/or siRNA and then incubated at 37 °C in a 5% CO_2_/95% air atmosphere for 14 days. Subsequently, cells were fixed with 10% methanol, 10% acetic acid and stained with 1% crystal violet (Sigma, St. Louis, MO, USA). Colonies containing more than 50 cells were identified by using ImageJ software [14] and scored as survivors.

### Apoptosis assay

A Caspase-Glo 3/7 assay kit (Promega, Madison, WI) was used to detect apoptosis [15]. Briefly, treated cells (10^4^ cell per mL) in 100 μL of culture medium were transferred to a 96-well microplate, 100 μL of Caspase-Glo 3/7 reagent, which contained caspase 3/7 substrates, was added to each well. Well contents were gently mixed at 300 to 500 rpm for 30 s, and incubated at room temperature for 1 h. Sample luminescence was measured using a Glomax multidetection system (Promega).

### Wound-healing assay

For wound-healing assays [16], cells were cultured to 70% confluency in DMEM or RPMI-1640 medium with 1% FBS. The cell monolayers were then scratched with a 200 μL pipette tip. The cells were further incubated with fresh medium with or without treatment for 24 h or 48 h. Photomicrographs were taken at × 100 magnification with an Olympus CKX53 inverted microscope (Olympus Optical, Tokyo, Japan).

### Transwell cell migration assay

For cell migration assays [16, 17], cells (1 × 10^4^ in serum-free DMEM or RPMI-1640 medium) subjected to the desired treatments for 72 h were seeded into the upper chambers of a 24-well Transwell chamber (Corning, Corning, NY) fitted with a 5 μm pore-size insert. The lower chamber was filled with DMEM or RPMI-1640 medium containing 2% FBS. After 6 h, the upper membrane surface was wiped with a cotton swab to remove cells that had not migrated into the lower chamber. Cells that had migrated to the lower membrane surface were fixed with 4% paraformaldehyde, stained with hematoxylin, and counted. Migration indices were calculated and normalized to the number of control cells that had migrated. Results are expressed as fold increases in migration compared to control groups as determined by relative numbers of cells in a randomly selected field in experiments conducted in triplicate.

### Statistical analysis

All numeric data are presented as mean ± standard deviation (SD) values from at least three independent experiments and sample sizes were calculated to allow significance to be determined. Experimental results were analyzed by one-way ANOVA for ranked data followed by Tukey’s honestly significant difference test and by two-way ANOVA for ranked data followed by Bonferroni’s post-test. Prism 5 software (GraphPad Software, San Diego, CA, USA) was used to conduct all statistical analyses, and statistical significance was accepted for a *p* value < 0.05.

## Results

### Screening candidates for tumor suppressor genes regulated by TFAP2C in lung tumorigenesis

Based on the role of TFAP2C in lung tumorigenesis identified in our previous work, we focused on other genes transcriptionally regulated by TFAP2C [7, 8]. 

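Gene expression in NCI-H292 cells, a human NSCLC cell line, was measured on 2 Affymetrix whole-transcript arrays. One array held RNA of cells transfected with TFAP2C siRNA and the other held RNA of cells transfected with control siRNA. TFAP2C, the targeted gene, had a log2 value of 8.25 with TFAP2C siRNA and 9.78 with control siRNA, a difference of -1.53 or 2.89-fold lower after knockdown. The other AP-2 genes named on the arrays differed by less, with log2 differences of -0.31 for TFAP2E, -0.07 for TFAP2B and 0.54 for TFAP2D, the last at a low level. According to the submitters' processing notes, the authors made the values with RMA in Affymetrix Expression Console 1.3.1, which corrects the background, brings the arrays to one distribution and gives each probe set a log2 value. The median log2 value was 5.86 on the TFAP2C siRNA array and 5.84 on the control siRNA array, and Pearson's r across the 53617 probe sets was 0.987. Every difference given here is the log2 value with TFAP2C siRNA minus that with control siRNA. The probe annotation named 1 gene for each of 16098 probe sets, several genes for 0 and none for 37519. A gene with several probe sets took their mean, which gave 14884 genes. With 1 array per condition there is no spread between cultures, so on these arrays no difference has a replicate check or a p-value. The number of arrays limits the precision. For 697 genes with at least 2 probe sets of differing values, the log2 differences of a gene's probe sets had an SD of 0.25 per probe set, which is a spread within the arrays only.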

Microarray data were analyzed for TFAP2C-affected genes in NSCLC cells by using the Gene Expression Omnibus database (GEO Series accession number GSE79228). As shown in Fig. 1, among the many genes upregulated or downregulated by TFAP2C knockdown (KD-TFAP2C, > 1.5-fold), we were interested in potential tumor suppressor genes. 

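After TFAP2C knockdown, 335 of the 14884 named genes were more than 1.5-fold higher and 272 were more than 1.5-fold lower, and 86 and 19 passed 2-fold. In simulated arrays with normal noise, 172 of 14684 unchanged genes were higher and 189 lower by more than 1.5-fold. The noise was set from the differences between these same arrays, so the simulated counts do not say how many of the differences are noise. Genes induced by type I interferon were the group with the largest differences among the 31 gene lists examined. All 25 measured members of this list were more than 1.5-fold higher, with a median log2 difference of 1.97. IFI44L had a log2 value of 10.28 with TFAP2C siRNA against 3.40 with control siRNA, the latter under percentile 25 of that array, and the log2 difference was 3.23 for MX2, 2.98 for BST2, an antiviral membrane protein, and 1.97 for RIGI, a sensor of viral RNA. Among 15 targets of the stress transcription factors ATF4 and CHOP, 9 were more than 1.5-fold lower, 2 were higher and 4 were neither, with a median log2 difference of -0.63, and 8 were lower by that much with quantile normalization and 7 with a loess trend removed. The lower ones included PHGDH and PSAT1, enzymes of serine synthesis, at -1.39 and -1.43, and ASNS, asparagine synthetase, at -1.37. All 22 measured mitosis genes had lower values after knockdown, by a median log2 difference of -0.43, but only 3 of them, MAD2L1 (-0.70), CCNB2 (-0.63) and CDC20 (-0.61), by more than 1.5-fold, and CCNB2 (-0.56) and CDC20 (-0.55) with a loess trend removed, and CDC20 with quantile normalization (-0.58), no longer passed it. Of 20 DNA replication genes, 4 were more than 1.5-fold lower, among them GINS2 (-0.86) and MCM2 (-0.72), while CCNE1, cyclin E1, was higher by 0.73. Of 14 mesenchymal genes, 4 were more than 1.5-fold higher and none lower, namely the collagenases MMP13 (1.10) and MMP1 (0.91), THBS1 (0.80) and TNC (0.60), while VIM, vimentin, differed by -0.04. Of 23 epithelial genes, the tight junction genes CLDN4 (0.77) and CLDN1 (0.62) were more than 1.5-fold higher and none was lower. The medians of the mesenchymal and epithelial lists were 0.23 and 0.14. Over the 5 members left without dim genes the mesenchymal median was 0.60, and MMP13 and VIM, both dim, are not among these 5. Other genes with large differences were IL7R, the interleukin 7 receptor, at 2.26, and on the lower side CLCA2 at -1.45 and ULBP1, a ligand of natural killer cells, at -1.54. As a description of these arrays, each list median was placed among 10000 random gene lists of the same size and level. The mesenchymal list was at percentile 99.9 and the epithelial list at 99.8 of these. None of the random lists was as high as the interferon list, and none was as low as the ATF4 and CHOP, mitosis or replication lists. Genes of a list can move together, unlike randomly drawn genes, so the percentiles do not measure the strength of evidence. A filter on dim genes keeps those whose higher array value is at least the median of all genes. It leaves 176 genes higher and 129 lower, and the counts fall because fewer genes are counted.

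**Figure D1:**
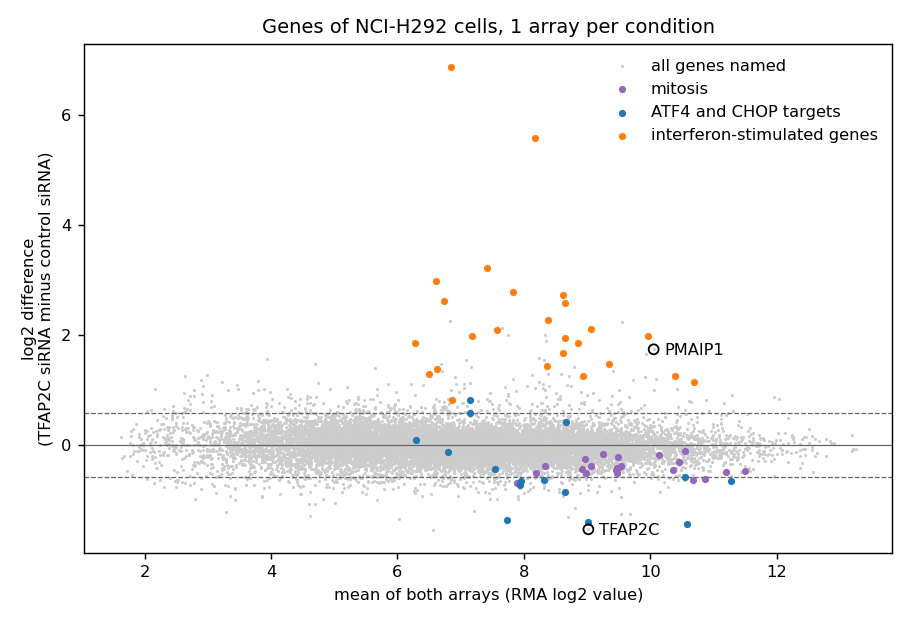
Each point is a gene, with the mean RMA log2 value of both arrays on the x axis and the log2 difference (TFAP2C siRNA minus control siRNA) on the y axis; dashed lines mark 1.5-fold. The 25 interferon-stimulated genes (orange) all lie above the upper dashed line, the 22 mitosis genes (purple) all lie below 0, and TFAP2C is circled at -1.53.

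**Figure D2:**
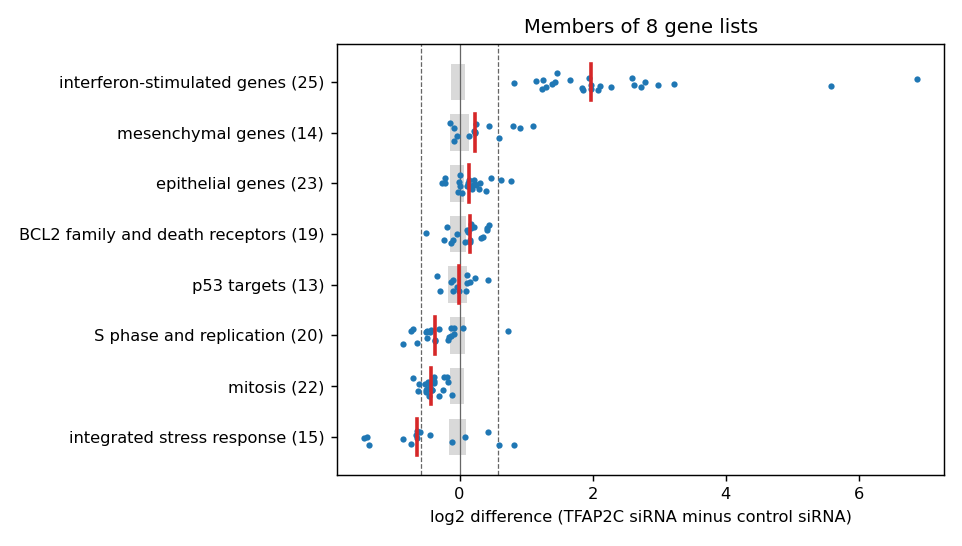
Each blue point is a gene of the list named at the left, with the number of measured members in parentheses and the log2 difference (TFAP2C siRNA minus control siRNA) on the x axis. Red bars are list medians, from 1.97 for interferon-stimulated genes to -0.63 for the integrated stress response (ATF4 and CHOP targets), grey boxes span the middle 95% of medians of random lists of the same size and level, and dashed lines mark 1.5-fold.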

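The genes more than 1.5-fold higher after TFAP2C knockdown were sorted by gene type, taken from the RefSeq annotation of the assembly GRCh38.p14. Protein-coding genes made up 228 of them, microRNA genes 67, long non-coding RNA genes 20, transcribed pseudogenes 19 and other non-coding RNA 1. In the other direction there were 193 protein-coding genes, 46 microRNA genes, 22 long non-coding RNA genes and 11 transcribed pseudogenes. Relative to the number measured, 6.25% of the 1072 microRNA genes and 1.91% of the 11916 protein-coding genes were higher by this threshold. The microRNA genes among them were dimmer, with a median of 4.75 for the higher of the log2 values of the 2 arrays against 8.00 for the protein-coding genes. Counted over all probe sets, 2024 were more than 1.5-fold higher and 1840 lower. Of these, 1647 and 1517 were probe sets that the probe annotation used here does not name, so their gene types are not known.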

Of the 1152 genes upregulated by KD-TFAP2C, we excluded pseudogenes and nonfunctional genes. Of the 58 genes screened by analysis of gene ontology functional annotation based on hallmarks of cancer including apoptosis, anti-proliferation, and cell death, nine genes (GADD45B, PMAIP1, XAF1, CYR61, IL24, ATF3, DLC1, RHOB, and TNFAIP3) have been reported to act as tumor suppressive genes in several cancer types (Table 2).

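Of the 9 genes, 6 are named by the probe annotation used here, and all 6 were more than 1.5-fold higher after TFAP2C knockdown. XAF1, which counteracts inhibitors of apoptosis, had a log2 value of 7.14 with TFAP2C siRNA and 5.85 with control siRNA, a 2.46-fold difference. IL24, a secreted cytokine that can cause apoptosis of tumor cells, was already bright at 10.84 with control siRNA and reached 11.75, a 1.89-fold difference. DLC1, which inactivates Rho GTPases, was 1.61-fold higher, at 6.90 against 6.21. RHOB, a small GTPase, was 1.53-fold higher, at 8.40 against 7.79, and lies closest to the threshold. PMAIP1 and ATF3 were the other 2. GADD45B, CYR61 and TNFAIP3 are not named by the probe annotation used here and have no value. The paper chose the 9 genes among those higher on these same arrays, so their common direction is not independent evidence. XAF1 is also a member of the interferon-stimulated list, of which every measured member was higher. Starting from the genes higher after knockdown, the paper kept those with functional annotation in apoptosis, anti-proliferation or cell death and with reports of tumor suppression, and states that these genes are negatively regulated by TFAP2C (Table 2).

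**Figure D3:**
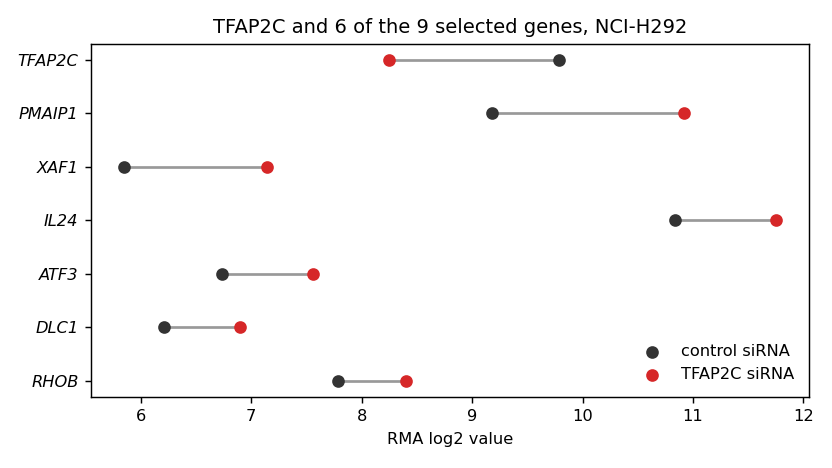
RMA log2 values (x axis) of TFAP2C and of the 6 selected genes with a named probe set, with control siRNA in black and TFAP2C siRNA in red, 1 array each. TFAP2C is lower with TFAP2C siRNA and the 6 genes are higher, by log2 differences from 0.61 for RHOB to 1.74 for PMAIP1.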

**Fig. 1:**
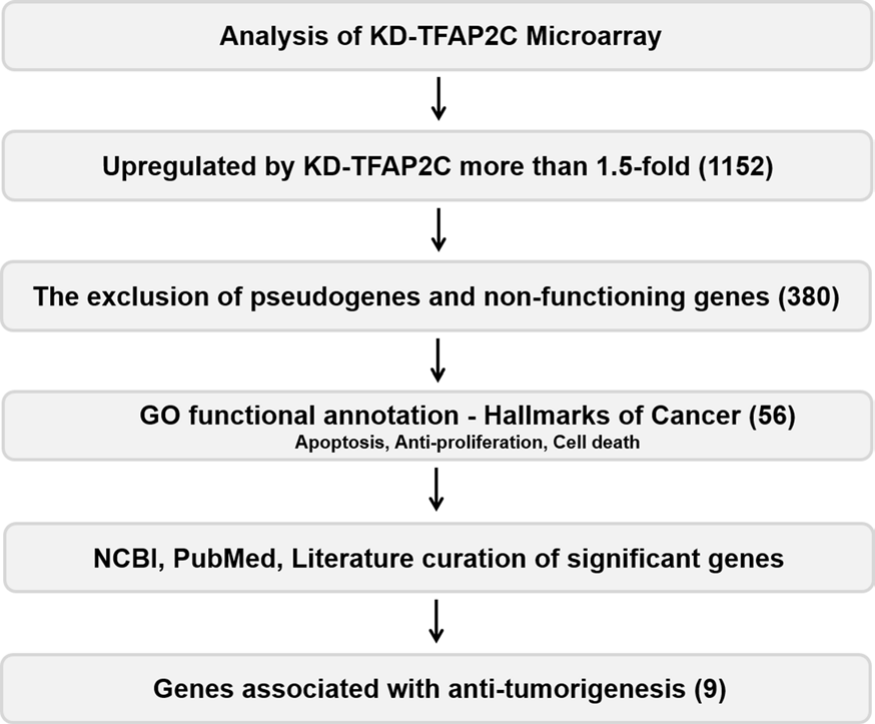
Schematic of the process used to identify TFAP2C-target genes functioning as tumor suppressors based on the microarray data (GSE79228)

**Table 2:** Tumor suppressive genes negatively regulated by TFAP2C in NSCLC

Gene	Location	Mechanism of tumorigenesis	Biological activity	Reference (PMID)
*GADD45B*	Chromosome 19, NC_000019.10 (2476125..2478259)	Activation of MTK1-p38 pathway	Cell cycle arrest and apoptosis	12933797
		Activation of CDKN1A expression	Cell cycle arrest and apoptosis	27572311
		Decrease of JNK and STAT5	Apoptosis and anti-proliferation	30279966
*PMAIP1*	Chromosome 18, NC_000018.10 (59899960..59904306)	Decrease of USP9X-MCL1 pathway	Apoptosis	24991768
		Activation of Beclin-1 via decrease of MCL1	Autophagy and cell death	21353614
		Activation of the mitochondrial apoptotic pathway via interaction with BIM	Apoptosis	26497683
*XAF1*	Chromosome 17, NC_000017.11 (6755408..6775647)	Activation of Beclin-1 and decrease of Akt pathway	Apoptosis, autophagy, and cell death	21788101
		Decrease of VEGF	Apoptosis, anti-proliferation, and anti-angiogenesis	24980821
*IL24*	Chromosome 1, NC_000001.11 (206897404..206904139)	Activation of eIF2α phosphorylation	Apoptosis	28461326
		Decrease of Wnt/β-catenin signaling	Apoptosis and anti-angiogenesis	23720015
*ATF3*	Chromosome 1, NC_000001.11 (212565334..212620777)	Activation of PMAIP1	Apoptosis	29352505
		Activation of Smad signaling	Cell death	20930144
*CYR61*	Chromosome 1, NC_000001.11 (85580761..85583967)	Activation of integrin α6-ROS-p38 pathway via activation of p53	Anti-proliferation	26028023
		Decrease of MMP-2	Anti-cell motility and anti-invasion	19632997
*DLC1*	Chromosome 8, NC_000008.11 (13083361..13604616, complement)	Decrease of RhoA	Anti-angiogenesis	28408355
		Decrease of VEGF via EGFR-MEK-HIF pathway	Anti-angiogenesis	20861185
*TNFAIP3*	Chromosome 6, NC_000006.12 (137866317..137883314)	Decrease of AKT1/TRIO/RAC1 pathway	Inhibition of EMT, anti-migration and anti-invasion	27676292
		Decrease of Wnt signaling via interaction with β-catenin destruction complex	Apoptosis and anti-angiogenesis	23671587
*RHOB*	Chromosome 2, NC_000002.12 (20447071..20449445)	Activation of E-cadherin and decrease of Vimentin	Anti-migration and anti-invasion	28253718
		Decrease of NF-κB signaling	Anti-angiogenesis, anti-migration and anti-invasion	20383180

### Verification of downregulation of selected tumor suppressor genes in NSCLC

Next, to verify our results for the screening of nine genes as tumor suppressors for NSCLC, the genes were further investigated using Oncomine (http://www.oncomine.org), an online database for expression analysis of lung cancer tissues [18]. The database results indicated that GADD45B was downregulated by − 8.080-fold in lung adenocarcinomas [19], PMAIP1 was downregulated by − 1.067-fold in lung adenocarcinomas [20], XAF1 was downregulated by − 1.441-fold in large cell lung carcinomas [21], CYR61 was downregulated by − 2.381-fold in lung adenocarcinomas [22], IL24 was downregulated by − 1.972-fold in lung adenocarcinomas [19], ATF3 was downregulated by − 2.589-fold in lung adenocarcinomas [23], DLC1 was downregulated by − 2.541-fold in lung adenocarcinomas [24], RHOB was downregulated by − 1.950-fold in lung adenocarcinomas [23], and TNFAIP3 was downregulated by − 1.901-fold in lung adenocarcinomas [22], compared to normal lung counterparts, respectively (each *p* < 0.05, Fig. 2). These results showed that the nine genes were expressed at low levels in NSCLC tissues, indicating that they might provide clues for using the nine genes as potential prognostic markers for NSCLC tumor suppressors. 

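PMAIP1, a BH3-only protein that promotes apoptosis, had a log2 value of 10.92 with TFAP2C siRNA and 9.18 with control siRNA on the arrays of NCI-H292 cells. The log2 difference was 1.741, which is a linear difference of 3.34-fold. It was the largest among the 6 of the 9 selected genes that have a named probe set, and it ranked 23 among all 14884 genes. Of the 15 protein-coding genes with the largest rise at or above the median level, 11 are on the interferon list. PMAIP1 is not on that list, and whether its rise belongs to the same response was not tested. GADD45B is not named by the probe annotation used here and has no value. PMAIP1 itself belongs to the BCL2 family. It was kept in the list of the 9 selected genes and not counted again, and of 19 other measured genes of the BCL2 family, the inhibitors of apoptosis and death receptor signaling, 0 were more than 1.5-fold higher and 0 lower, and the median log2 difference was 0.16, at percentile 99.9 of random lists of the same size and level. The largest differences among them were those of BIRC5 (-0.51), CFLAR (0.45), XIAP (0.41) and BCL2A1 (0.41). BCL2L11, which encodes the BH3-only protein BIM, had a log2 difference of 0.32. BBC3, which encodes PUMA, had one of -0.04, and the anti-apoptotic MCL1 one of 0.17. With 1 array per condition, the ranking has no replicate check.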

Based on the results that GADD45B expression level was the lowest (− 8.080-fold change) in Oncomine data and PMAIP1 expression was highest (1.741-fold, data not shown) in KD-TFAP2C mediated microarray data, we selected GADD45B and PMAIP1 to represent the nine candidate genes in further study.

**Fig. 2:**
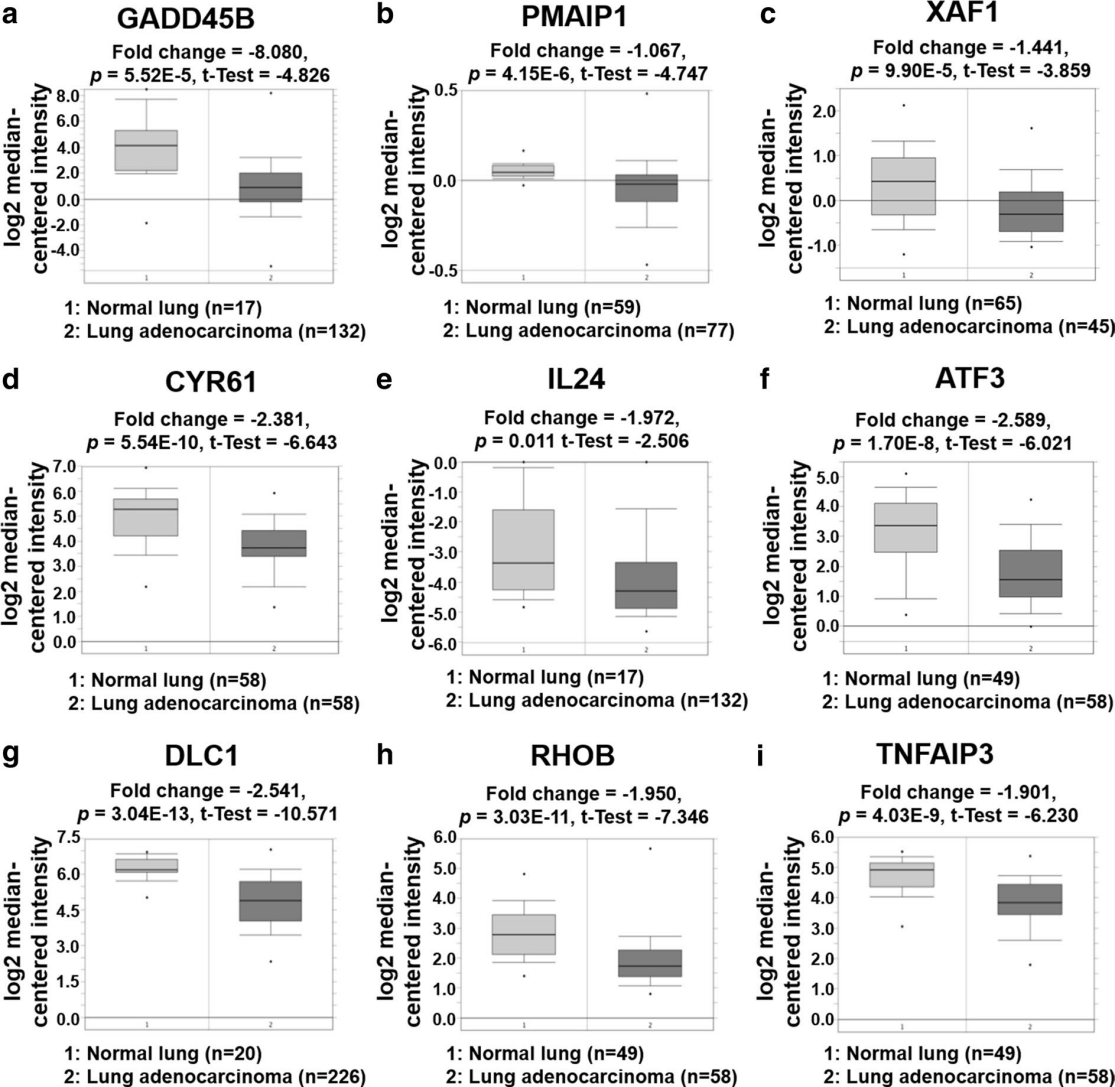
The expression patterns of nine selected genes in NSCLC based on analysis of the Oncomine database. **a** The Bhattacharjee dataset showed GADD45B downregulation in lung adenocarcinoma compared with the normal lung counterparts (fold change = –8.080, *p* = 5.52E−5). **b** The Weiss dataset showed PMAIP1 downregulation in lung adenocarcinoma (fold change = − 1.067, *p* = 4.15E−6). **c** The Hou dataset showed XAF1 downregulation in lung adenocarcinoma (fold change = − 1.441, *p* = 9.90E−5). **d** The Selamat dataset showed CYR61 downregulation in lung adenocarcinoma (fold change = − 2.381, *p* = 5.54E−10. **e** The Bhattacharjee dataset showed IL24 downregulation in lung adenocarcinoma (fold change = − 1.972, *p* = 0.011). **f** The Landi dataset showed ATF3 downregulation in lung adenocarcinoma (fold change = − 2.589, *p* = 1.70E−8). **g** The Okayama dataset showed DLC1 downregulation in lung adenocarcinoma (fold change = − 2.541, *p* = 3.04E−13). **h** The Landi dataset showed RHOB downregulation in lung adenocarcinoma (fold change = − 1.950, *p* = 3.03E−11). **i** The Selamat dataset showed TNFAIP3 downregulation in lung adenocarcinoma (fold change = − 1.901, *p* = 4.03E−9)

### Downregulation of GADD45B and PMAIP1 expression by TFAP2C in NSCLC cells

TFAP2C is primarily upregulated in NSCLC cells and tissues but downregulated in normal lung counterparts [7]. To confirm the microarray results, we analyzed GADD45B and PMAIP1 levels in TFAP2C-overexpressing normal lung cells (WI-26 VA4 cells) and TFAP2C siRNA-treated NSCLC cells (NCI-H292, NCI-H358, NCI-H460, and A549 cells) by using real time quantitative reverse transcription PCR (qRT-PCR). The mRNA levels of GADD45B and PMAIP1 were significantly decreased by TFAP2C overexpression in WI-26 VA4 cells (Fig. 3a) but were increased by treatment of TFAP2C siRNA in the four human NSCLC cell lines (Fig. 3b–e). Similarly, protein levels of GADD45B and PMAIP1 were downregulated in TFAP2C-overexpressing WI-26 VA4 cells (Fig. 3f) but were upregulated in TFAP2C siRNA-transfected NSCLC cells (Fig. 3g). These results suggest that GADD45B and PMAIP1 expressions were inhibited by TFAP2C and negatively correlated with the expression of TFAP2C.

**Fig. 3:**
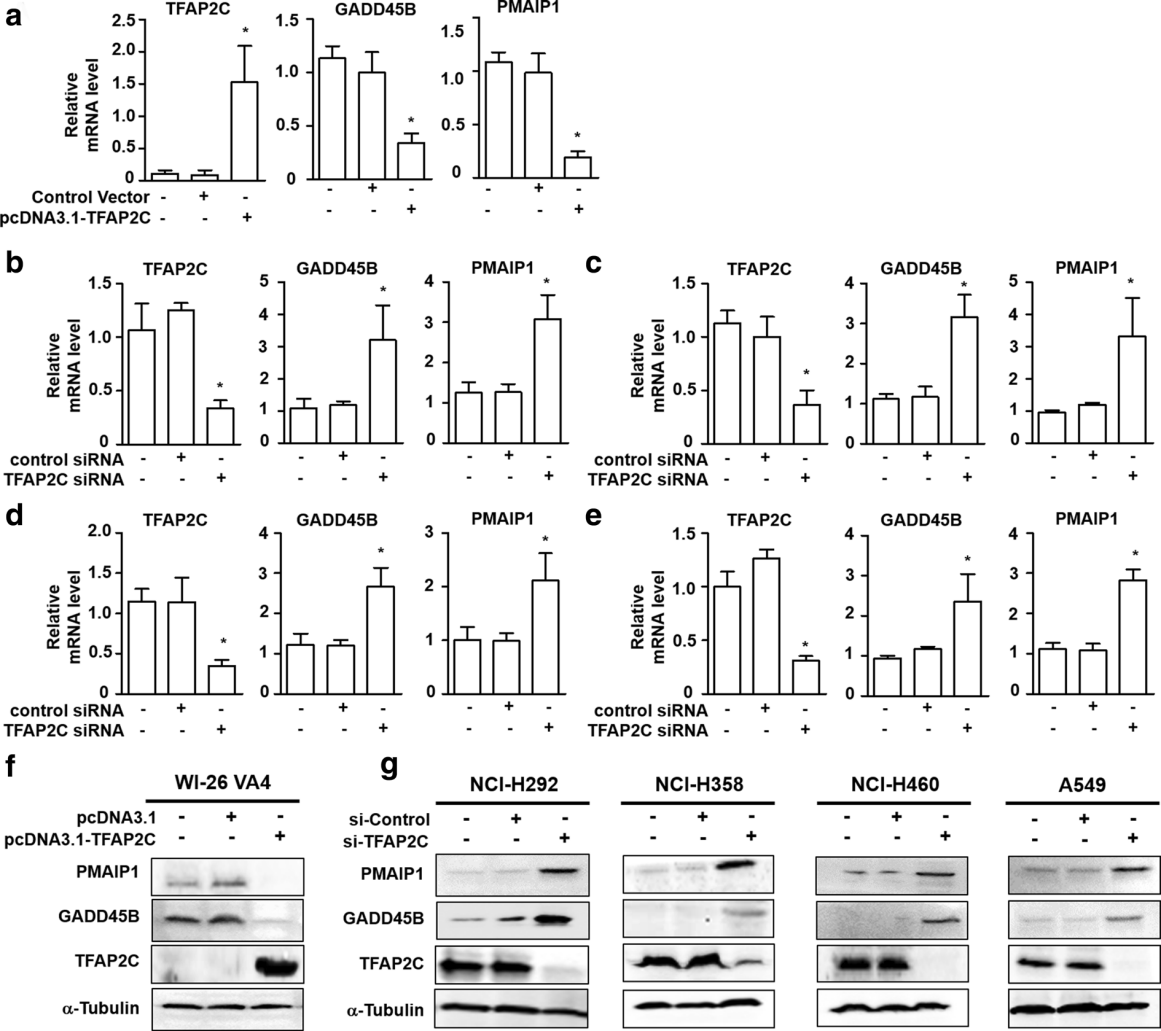
TFAP2C induces GADD45B and PMAIP1 downregulation in NSCLC cells. **a** The mRNA expression levels of GADD45B and PMAIP1 in TFAP2C-overexpressing WI-26 VA4 cells were examined by qRT-PCR. *p < 0.05 compared to non-treated cells or cells treated with control vector. **b**–**e** The mRNA expression levels of GADD45B and PMAIP1 in TFAP2C siRNA-treated NCI-H292 (**b**), NCI-H358 (**c**), NCI-H460 (**d**), and A549 (**e**) cells were examined by qRT-PCR. *p < 0.05 compared to non-treated cells or cells treated with control siRNA. **f** The protein expression levels of GADD45B and PMAIP1 in TFAP2C-overexpressing WI-26 VA4 cells were examined by Western blotting. **g** The protein expression levels of GADD45B and PMAIP1 in TFAP2C siRNA-treated NCI-H292, NCI-H358, NCI-H460, and A549 cells were examined by Western blotting

### Increased cell proliferation in NSCLC cells by downregulation of GADD45B and PMAIP1 expression

It has been reported that GADD45B and PMAIP1 have significant roles in anti-proliferation and apoptosis, suggesting that they may function as tumor suppressors [25, 26]. Based on their inhibitory effects on cell proliferation, we analyzed the short-term effects of GADD45B and PMAIP1 overexpressions or knockdowns on cell growth of normal lung cells and the four human NSCLC cell lines using cell viability assays. It was observed that the number of viable cells was increased by TFAP2C-overexpressing WI-26 VA4 cells compared to that in control cells at day 5, and those of the viable cells in GADD45B or PMAIP1 siRNA-treated cells were considerably increased, nearly up to the level in the TFAP2C-overexpressing cells (Fig. 4a). In contrast, the number of survived cells in TFAP2C siRNA-treated NSCLC cells was lower, compared to control siRNA-treated cells, at day 5, and that of the survived cells was significantly rescued by further treatment of GADD45B or PMAIP1 siRNA (Fig. 4b–e). In addition, colony-forming assays were performed to determine whether the expressions of GADD45B and PMAIP1 regulated by TFAP2C were associated with long-term effects on cell proliferation. We found that the colony-forming capacity in WI-26 VA4 cells was enhanced by TFAP2C overexpression and GADD45B or PMAIP1 inhibition compared to that in control cells (Fig. 5a, b). In addition, we determined whether the expressions of TFAP2C, GADD45B, and PMAIP1 were associated with the apoptosis by examining the activation of caspase 3/7. The activities of caspase 3/7 in WI-26 VA4 cells were decreased by TFAP2C overexpression and GADD34B or PMAIP1 inhibition compared to control cells (Fig. 5c). Conversely, the colony formation ability in NCI-H292, NCI-H358, NCI-H460, and A549 cells was diminished, compared to that in control siRNA-treated cells, by treatment of TFAP2C siRNA, whereas colony formation was partially, but significantly, recovered by further GADD45B or PMAIP1 siRNA treatment (Fig. 5d, e). Moreover, the activities of caspase 3/7 in NSCLC cell lines were increased by TFAP2C siRNA treatment, compared to cells treated with control siRNA (Fig. 5f). The increased activities of caspase 3/7 by TFAP2C knockdown were reduced by further treatment of GADD45B or PMAIP1 siRNA. However, we observed that inhibition of GADD45B or PMAIP1 alone did not affect colony formation ability in four NSCLC cell lines compared to that in control cells (Additional file 1: Fig. S1). These results indicate that GADD45B and PMAIP1 expressions have important roles in NSCLC cell proliferation.

**Fig. 4:**
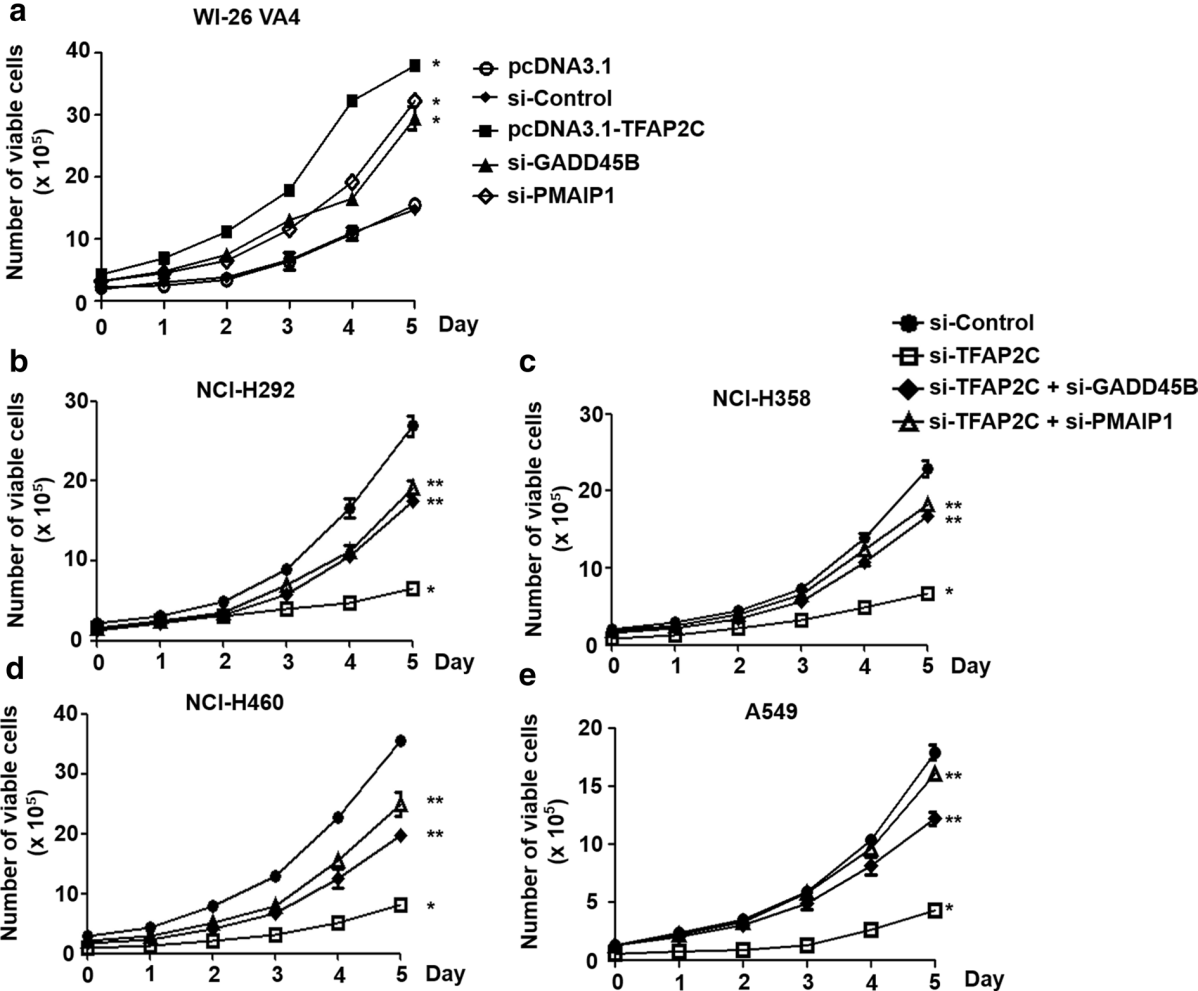
Short-term effects of TFAP2C, GADD45B, and PMAIP1 expression levels on NSCLC cell proliferation. **a** The effects of TFAP2C overexpression, GADD45B knockdown, or PMAIP1 knockdown on cell proliferation of WI-26 VA4 cells were measured by using cell viability assays. *p < 0.05 compared to cells treated with control vector or control siRNA. **b**–**e** The effects of TFAP2C, GADD45B, and/or PMAIP1 knockdown on cell proliferation of NCI-H292 (**b**), NCI-H358 (**c**), NCI-H460 (**d**), or A549 (**e**) cells were measured by using cell viability assays. *p < 0.05 compared to cells treated with control siRNA, **p < 0.05 compared to cells treated with TFAP2C siRNA

**Fig. 5:**
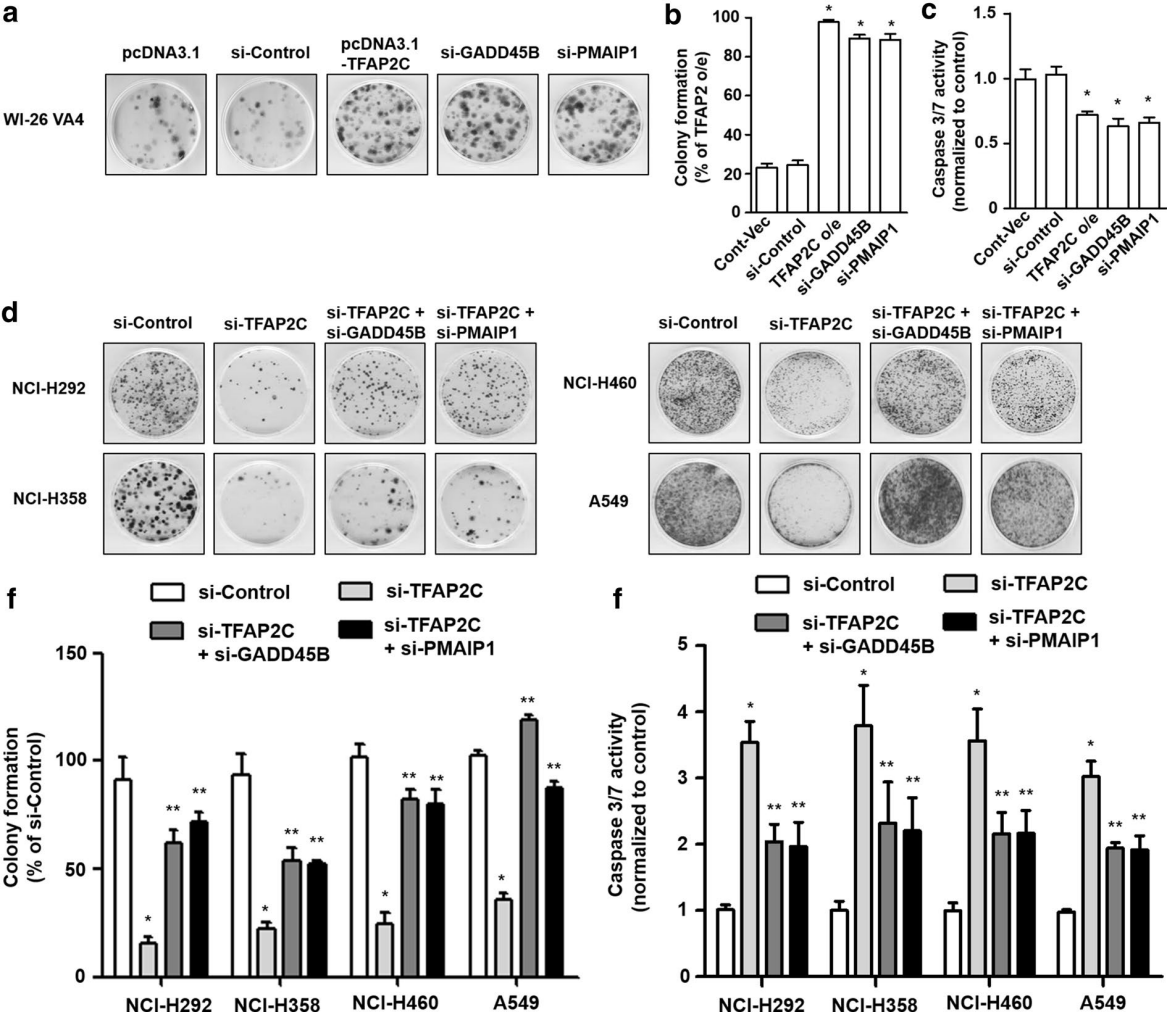
Long-term effects of TFAP2C, GADD45B, and PMAIP1 expression levels on NSCLC cell proliferation. **a** The effects of TFAP2C overexpression, GADD45B knockdown, or PMAIP1 knockdown on cell proliferation of WI-26 VA4 cells were measured using colony-forming assays. **b** Quantitative analysis of the number of WI-26 VA4 cell clones after TFAP2C overexpression, GADD45B knockdown, or PMAIP1 knockdown was performed. The colonies of TFAP2C-overexpressing cells set at 100%. *p < 0.05 compared to cells treated with control vector or control siRNA. **c** The effects of TFAP2C overexpression, GADD45B knockdown, or PMAIP1 knockdown on WI-26 VA4 cell apoptosis were determined using caspase 3/7 assays. *p < 0.05 compared to cells treated with control vector or control siRNA. **d** The effects of TFAP2C, GADD45B, and/or PMAIP1 knockdown on cell proliferation of NCI-H292, NCI-H358, NCI-H460, or A549 cells were measured by using colony-forming assays. Representative images of each group are presented. **e** Quantitative analysis of the number of four NSCLC cell clones after the treatments was performed. The colonies of non-treated control cells set at 100%. *p < 0.05 compared to cells treated with control siRNA, **p < 0.05 compared to cells treated with TFAP2C siRNA. **f** The effects of TFAP2C, GADD45B, and/or PMAIP1 knockdown on apoptosis of NCI-H292, NCI-H358, NCI-H460, or A549 cells were measured by using caspase 3/7 assays. *p < 0.05 compared to cells treated with control siRNA, **p < 0.05 compared to cells treated with TFAP2C siRNA

### Increased cell motility in NSCLC cells by downregulation of GADD45B and PMAIP1 expression

Cell motility, which is highly correlated with epithelial-mesenchymal transition (EMT) invasion, and migration, is one of the common features related to cancer aggressiveness and malignant progression [27]. To determine the effects of GADD45B and PMAIP1 expression levels on cell motility, we conducted wound-healing assays and transwell cell migration assays in normal lung cells and NSCLC cells. We observed that WI-26 VA4 cells treated with TFAP2C overexpression, GADD45B siRNA, or PMAIP1 siRNA showed enhanced cell motility based on the time-dependent ratio of scratch coverage and migration capacity compared to those for control cells (Fig. 6a–c). In contrast, compared to those for control siRNA-treated cells, the covered areas and migrated cells for each of the four human NSCLC cell lines decreased with treatment of TFAP2C siRNA, and the uncovered areas were significantly filled and cell migration capacity was recovered after further treatment with GADD45B or PMAIP1 siRNA (Fig. 6d–f). The area-coverage tendencies, by cell line and based on repeated experiments, are depicted. However, we observed that inhibition of GADD45B or PMAIP1 alone did not affect wound-healing ability in four NSCLC cell lines compared to that in the control cells (Additional file 2: Fig. S2). Overall, these results indicate that the TFAP2C-suppressed expressions of GADD45B and PMAIP1 are positively involved in NSCLC malignancy including EMT, invasion, and migration.

**Fig. 6:**
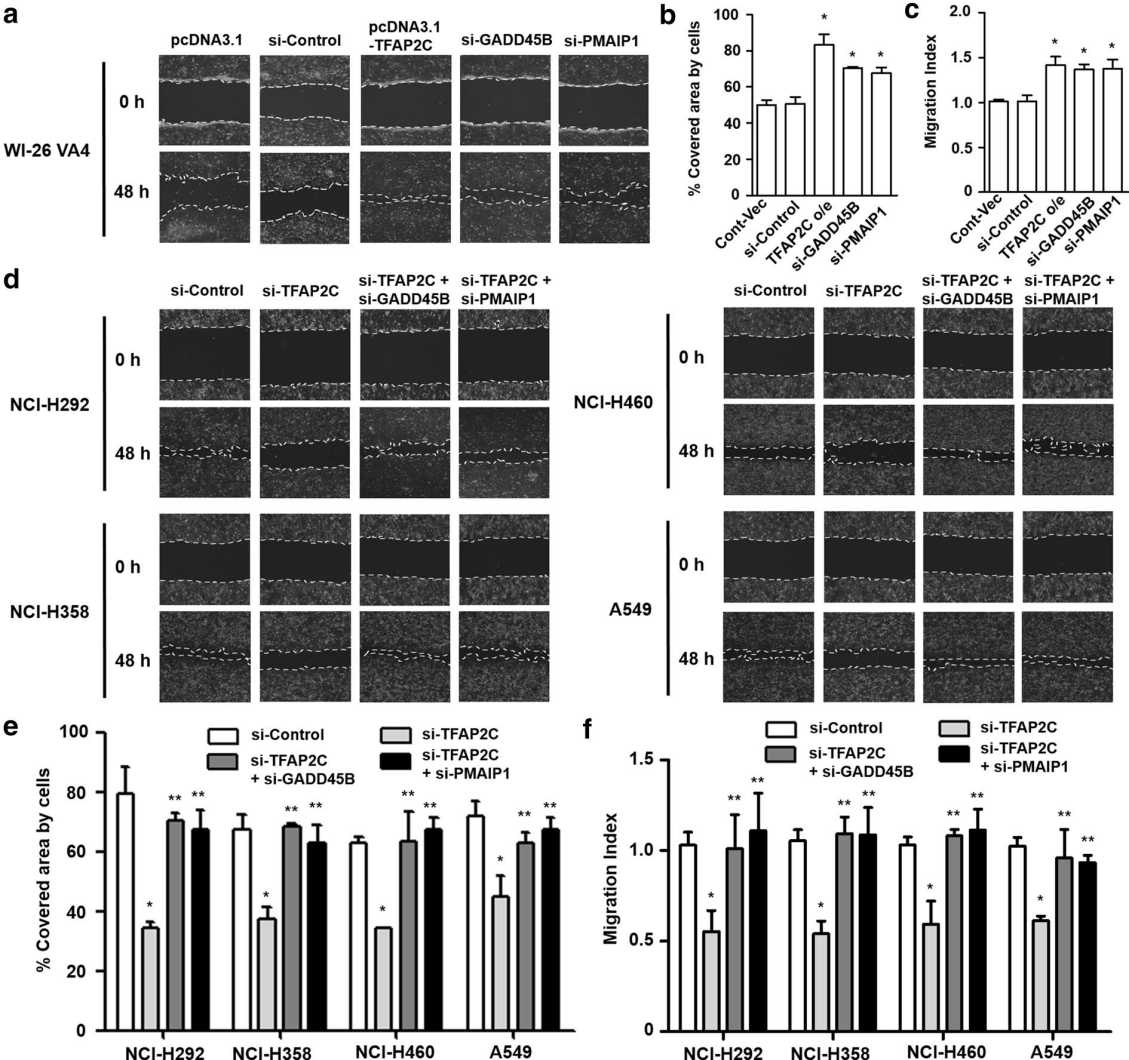
The effects of TFAP2C, GADD45B, and PMAIP1 expression levels on NSCLC cell motility. **a** The effects of TFAP2C overexpression, GADD45B knockdown, or PMAIP1 knockdown on cell motility of WI-26 VA4 cells were measured by using wound-healing assays. Representative images of each group are presented. **b** The graphs show the percentage of the available area covered by WI-26 VA4 cells from five randomly selected images. Representative images of each group at different times are presented. *p < 0.05 compared to cells treated with control vector or control siRNA. **c** The effects of TFAP2C overexpression, GADD45B knockdown, or PMAIP1 knockdown on cell migration capacity of WI-26 VA4 cells were measured by using transwell cell migration assays. *p < 0.05 compared to cells treated with control vector or control siRNA. **d** The effects of TFAP2C, GADD45B, and/or PMAIP1 knockdown on cell motility of NCI-H292, NCI-H358, NCI-H460, or A549 cells were measured by using wound-healing assays. Representative images of each group are presented. **e** The graphs show the percentage of the available area covered by four NSCLC cell lines from five randomly selected images. *p < 0.05 compared to cells treated with control siRNA, **p < 0.05 compared to cells treated with TFAP2C siRNA. **f** The effects of TFAP2C, GADD45B, and/or PMAIP1 knockdown on cell migration capacity of NCI-H292, NCI-H358, NCI-H460, or A549 cells were measured by using transwell cell migration assays. *p < 0.05 compared to cells treated with control siRNA, **p < 0.05 compared to cells treated with TFAP2C siRNA

## Discussion

In the current study, we investigated the involvements of TFAP2C and TFAP2C-regulated genes in lung tumorigenesis. Through an analysis of microarray data, we identified nine tumor suppressors, GADD45B, PMAIP1, XAF1, CYR61, IL24, ATF3, DLC1, RHOB and TNFAIP3, that were downregulated by TFAP2C overexpression in NSCLC cells. The low expression levels of the nine genes in lung cancer were confirmed by examination of the Oncomine data. Although all nine genes were involved in cancer cell death, tumor growth, angiogenesis, and EMT through various mechanisms [26, 28–36], we focused on GADD45B and PMAIP1 (also known as Noxa) as representative tumor suppressors in NSCLC tumorigenesis. Our results show that knockdowns of GADD45B and PMAIP1 conferred cell proliferation, colony-forming capacity, and cell motility on normal lung cells and NSCLC cells. Taken together, the results suggest that GADD45B and PMAIP1, when negatively regulated by TFAP2C, can act as tumor suppressive factors inhibiting NSCLC tumorigenesis.

GADD45B functions as a DNA damage sensor and has been studied as a positive regulator of apoptosis under various stimuli. Although GADD45B might be up-regulated and responsible for carcinogenesis under DNA damage response in a few cases [37, 38], many studies have presented that downregulation of GADD45B contributes to tumorigenesis and malignant development in human cancers. Another study reported that a loss of GADD45B was associated with upregulation of JNK and signal transducer and activator of transcription (STAT) 5, resulting in cell proliferation and inhibition of apoptosis in tumorigenesis of chronic myeloid leukemia [25]. In a study of functional analyses of chemotherapeutic agents, GADD45B was positively involved in G2/M-phase arrest and apoptosis through induction of cyclin-dependent kinase inhibitor 1A expression [39]. Overexpression of GADD45B has enhanced Fas-induced apoptosis through increased interaction of p38 with Rb protein [40]. In addition, the expression of GADD45B can be upregulated by Smad2, Smad3, and Smad4 signaling pathways stimulated by the transforming growth factor beta (TGF-β) signaling [41]. Another study demonstrated that STAT3 could bind to upstream regulatory elements of the GADD45B gene to function as a transcriptional repressor of GADD45B [42]. A recent study reported that the mRNA of STAT3 is targeted by miR-519a [43]. 

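On the arrays of NCI-H292 cells, miR-519a is represented by 3 probe sets for its precursor genes, 1 for MIR519A1 and 2 for MIR519A2. The probe set of MIR519A1 had a log2 value of 3.64 with TFAP2C siRNA and 2.35 with control siRNA, a difference of 1.28. Those of MIR519A2 differed by 0.28, at 2.86 against 2.57, and by 0.00, at 3.90 on both arrays. STAT3 had log2 values of 11.35 and 11.32, a difference of 0.04. The MIR519A1 probe set was dim, with a mean level at percentile 6.06 of all probe sets, and raising all values under percentile 25 to that percentile brings its difference to 0. Over the 1236 probe sets of microRNA genes the log2 differences had an SD of 0.36, with 95% of them between -0.65 and 0.81, and 3 of them, MIR519A1 included, were at least as high as that of MIR519A1. The probe sets measure RNA of the precursor genes and not the mature microRNA.

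**Figure D4:**
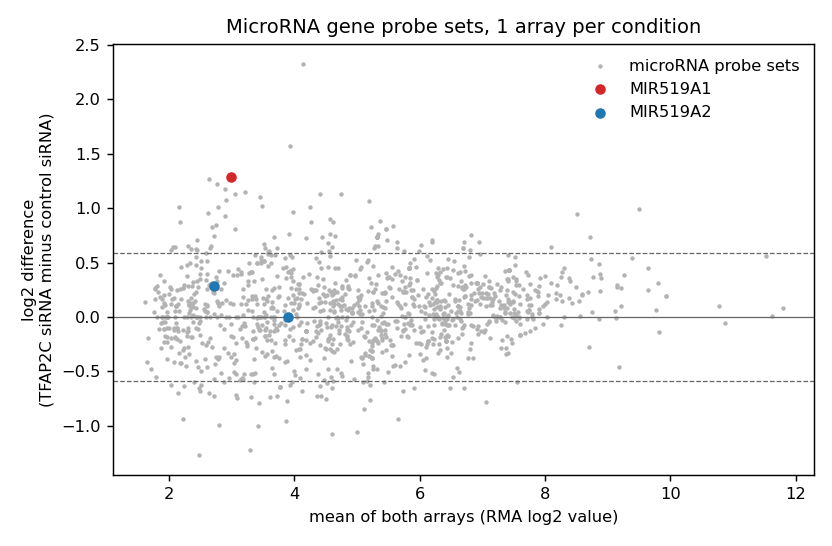
Each grey point is a probe set of a microRNA gene, with the mean RMA log2 value of both arrays on the x axis and the log2 difference (TFAP2C siRNA minus control siRNA) on the y axis; dashed lines mark 1.5-fold. MIR519A1 (red) lies at 1.28 and the probe sets of MIR519A2 (blue) at 0.28 and 0.00, all toward the dim end of the axis.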

Interestingly, based our microarray dataset, we observed that miR-519a was slightly upregulated by TFAP2C knockdown. These clues suggest that low expression levels of GADD45B might be indirectly due to TFAP2C-mediated downregulation of miR-519a, although we could not exclude the possibility that TFAP2C can act as a direct repressor of GADD45B.

PMAIP1 belongs to the BH3-only pro-apoptotic protein of the Bcl-2 family and upregulation of PMAIP1 leads to apoptosis in a variety of cancers. Downregulation of PMAIP1 has been shown to promote the expression of ubiquitin-specific peptidase 9, X-linked, and myeloid cell leukemia 1, resulting in apoptosis in NSCLC cells [26]. In addition, it has been reported that PMAIP1 has an important role in the induction of apoptosis and autophagy, and was shown to be downregulated in adenoid cystic carcinoma [44]. Another study demonstrated that PMAIP1 mRNA can be targeted by miR-21 in gastric carcinoma, resulting in the inhibition of proliferation, invasion, and migration [45]. In particular, a study using chromatin immunoprecipitation showed that activating transcription factor (ATF) 3 and ATF4 could be putative transcription factors responsible for the expression of PMAIP1 [46]. That suggestion was supported by another study in which cisplatin-induced ATF3 in head and neck squamous cell carcinoma cells resulted in induction of apoptosis accompanied by an increased level of PMAIP1 through cooperative binding of ATF3 and ATF4 to the PMAIP1 promoter [47]. As shown in Figs. 1 and 2, we also found ATF3 to be upregulated by TFAP2C knockdown, based on the analysis of the TFAP2C-related microarray dataset. 

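On the arrays of NCI-H292 cells, ATF3 had a log2 value of 7.56 with TFAP2C siRNA and 6.74 with control siRNA, a 1.76-fold difference. ATF4 had a log2 value of 9.00 against 9.35, a difference of -0.36 that did not pass 1.5-fold. DDIT3, which encodes the ATF4 target CHOP, differed by -0.12. Other ATF4 targets were lower by more than 1.5-fold after TFAP2C knockdown, among them STC2 at -0.85, SHMT2 at -0.72 and TRIB3, a pseudokinase, at -0.66, whereas VLDLR was higher by 0.59. Of the growth factor-induced immediate early genes, a group to which ATF3 is often assigned, 17 were measured, and FOSL1 (0.75), KLF6 (0.71) and KLF4 (0.65) were more than 1.5-fold higher while FOS was lower (-0.87).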

Although further molecular studies into the interplay between TFAP2C, ATF3, and PMAIP1 would be required, we suggest that oncogenic transcription factor TFAP2C might contribute to NSCLC tumorigenesis by downregulation of PMAIP1 in an ATF3-dependent manner.

## Conclusion

There have been many studies seeking to identify molecular targets useful in elucidating the molecular mechanisms underlying tumorigenesis and malignant development of NSCLC. The results of the present study have shown that TFAP2C can contribute to NSCLC tumorigenesis via downregulation of many tumor suppressors including GADD45B, PMAIP1, XAF1, CYR61, IL24, ATF3, DLC1, RHOB, and TNFAIP3. For the first time, we report that GADD45B and PMAIP1, which are suppressed by TFAP2C, could be highly responsible for cell proliferation and cell motility in NSCLC. We propose that GADD45B and PMAIP1 be considered putative tumor suppressive factors in NSCLC that might be useful as prognostic markers during NSCLC therapy.

## Additional files

**Additional file 1: Fig. S1.** The effects of TFAP2C, GADD45B and PMAIP1 expression levels on NSCLC cell proliferation.

**Additional file 2: Fig. S2.** The effects of TFAP2C, GADD45B and PMAIP1 expression levels on NSCLC cell motility.

## Data Availability

All data or data analyzed during this study are included in this published article (and its additional information files).

## Abbreviations

NSCLC: non-small cell lung cancer
GADD45B: growth arrest and DNA-damage-inducible beta
PMAIP1: phorbol-12-myristate-13-acetate-induced protein 1
TFAP2C: transcription factor activating enhancer-binding protein 2C
RT: reverse transcription
SD: standard deviation
STAT: signal transducer and activator of transcription
ATF: activating transcription factor

# Supplementary material for: TFAP2C increases cell proliferation by downregulating GADD45B and PMAIP1 in non-small cell lung cancer cells
**Source:** Biol Res. 2019 Jul 11;52:35. doi: 10.1186/s40659-019-0244-5
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. The effects of TFAP2C, GADD45B and PMAIP1 expression levels on NSCLC cell proliferation.

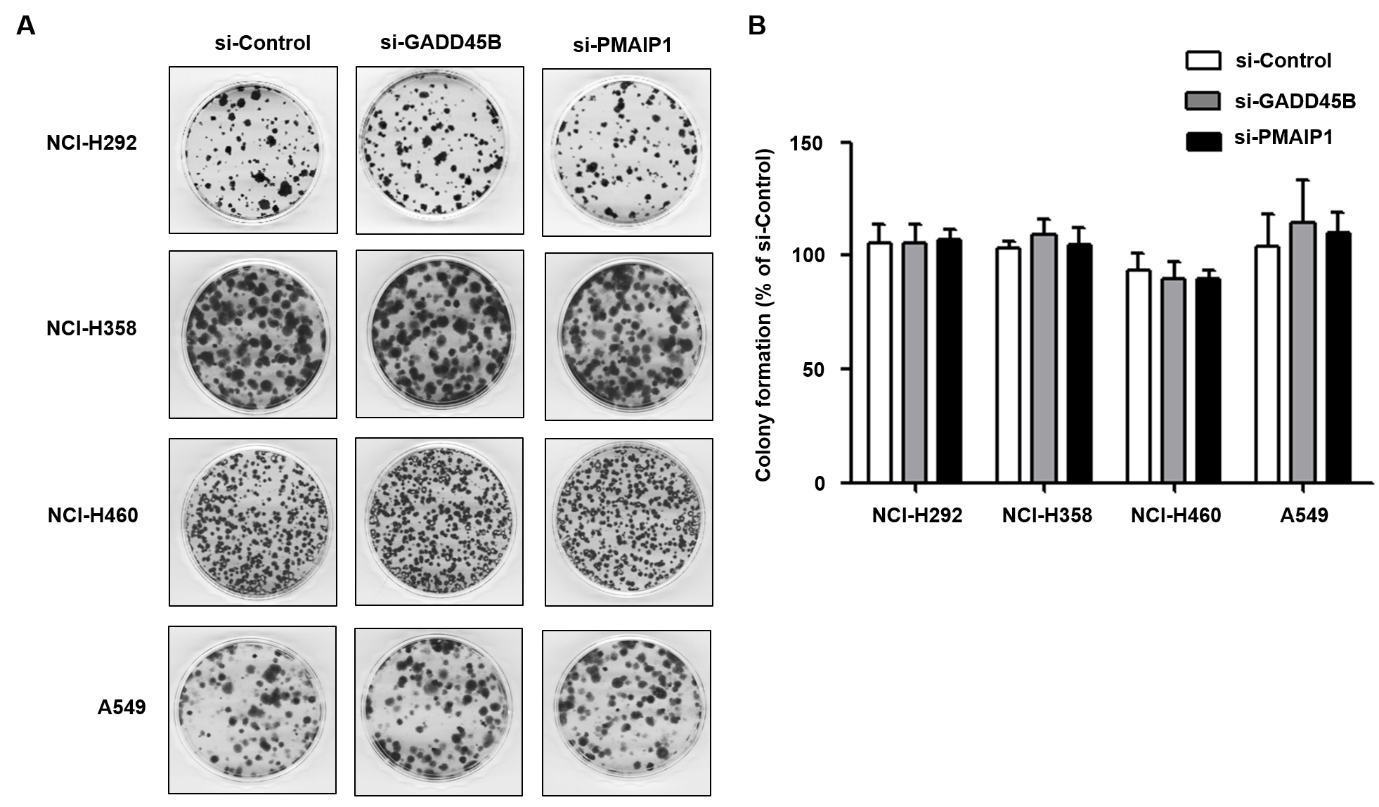

**Fig. S1.** The effects of TFAP2C, GADD45B and PMAIP1 expression levels on NSCLC cell proliferation. (A) The effects of GADD45B knockdown, or PMAIP1 knockdown on cell proliferation of NCI-H292, NCI-H358, NCI-H460, or A549 cells were measured by using colony-forming assays. Representative images of each group are presented. (B) The graphs show colonies of NCI-H292, NCI-H358, NCI-H460, or A549 cells. Quantified results were expressed as a percentage to the control, setting at 100%.

# Supplementary material for: TFAP2C increases cell proliferation by downregulating GADD45B and PMAIP1 in non-small cell lung cancer cells
**Source:** Biol Res. 2019 Jul 11;52:35. doi: 10.1186/s40659-019-0244-5
**Supplement:** Supplementary file 2 — Additional file 2: Fig. S2. The effects of TFAP2C, GADD45B and PMAIP1 expression levels on NSCLC cell motility.

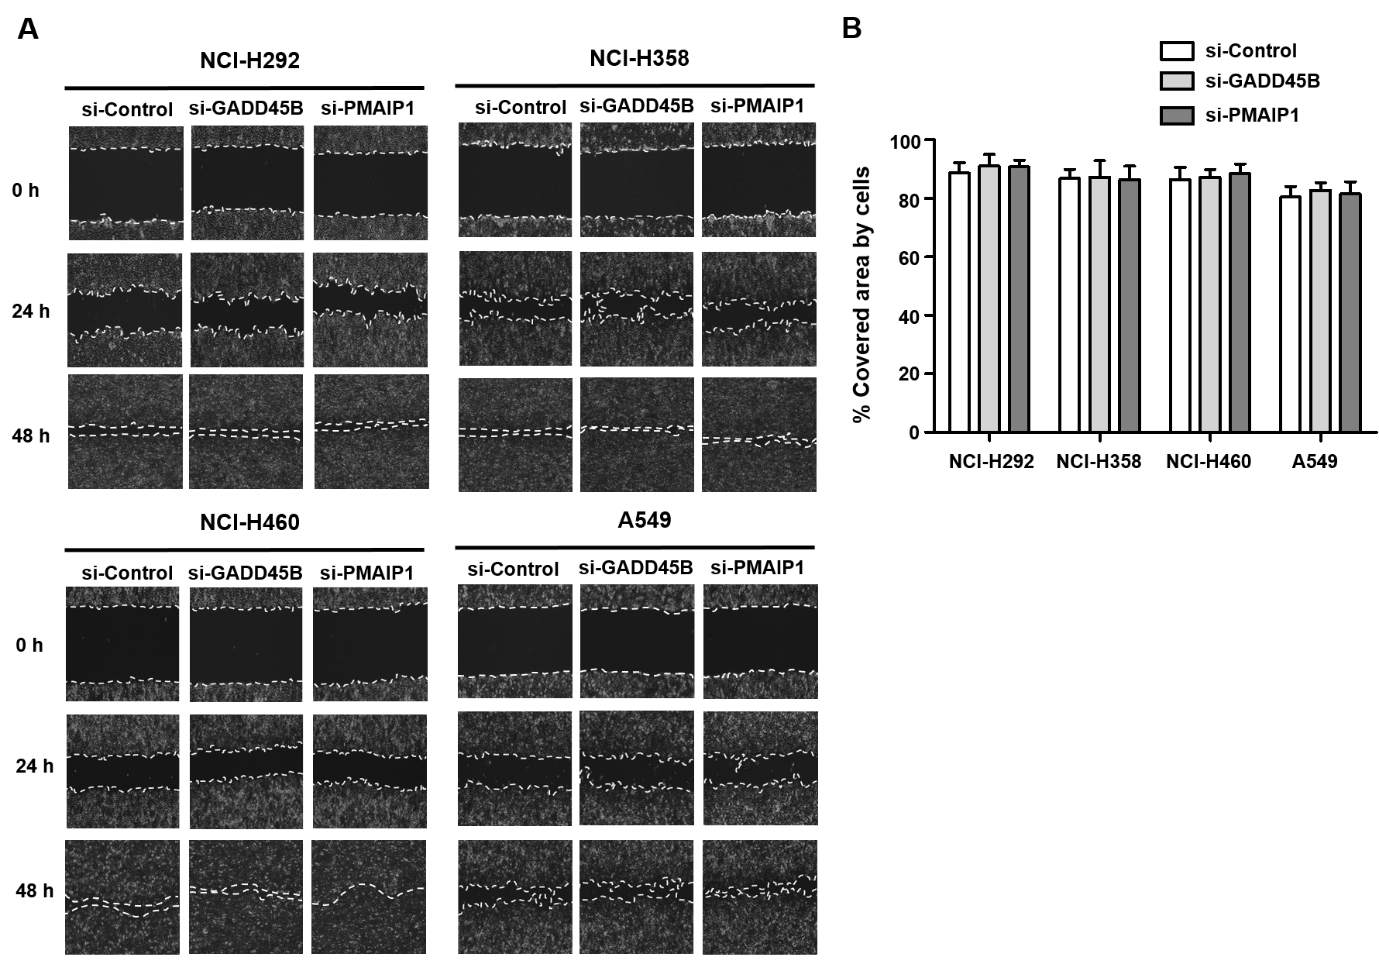

**Fig. S2.** The effects of TFAP2C, GADD45B and PMAIP1 expression levels on NSCLC cell motility. (A) The effects of GADD45B knockdown, or PMAIP1 knockdown on cell motility of NCI-H292, NCI-H358, NCI-H460, or A549 cells were measured by using wound-healing assays. Representative images of each group at different time points are presented. (B) The graphs show the percentage of the area covered by cells at a 48 h for NSCLC cells from five randomly selected images. Representative images of each group at different time points are presented.

How the deposited data were processed for this re-analysis (not part of the article)

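RNA of NCI-H292 cells transfected with TFAP2C siRNA or with control siRNA was measured on Affymetrix whole-transcript arrays, 1 array per condition. The deposited values are log2 values that the authors made with RMA in Affymetrix Expression Console 1.3.1, as the submitters' processing notes give it, with background correction, quantile normalization over both arrays and a summary per probe set. The genome build and the probe annotation that the authors used are not given in the sources used here, so no coordinates are printed. Of the 53617 probe sets, 1271 had identical values on both arrays, 564 of them in the dimmest 20.0% of probe sets and 39 in the brightest 20.0%.

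Genes were named through the platform's probe annotation, with symbols updated through gene identifiers to the RefSeq annotation of the assembly GRCh38.p14, which also gave the gene types. It named 30.0% of the probe sets. Of the 625 genes in 31 gene lists, 367 had a named probe set, and 2 lists, the replication-dependent histones and the mitochondrial genome, had 0 measured members. GADD45B, CYR61 and TNFAIP3 did not, and no value is given for them. Probe sets without a name enter only the counts over all probe sets.

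From the deposited log2 values, the difference of the arrays (TFAP2C siRNA minus control siRNA) was computed per probe set, and per gene from the mean of its probe sets. The threshold of 1.5-fold is the paper's. No test was made and no p-value is given, since 1 array per condition leaves no spread between cultures. For a gene list, the median log2 difference was placed among the medians of 10000 random lists of the same size, matched on mean level in 20 bins, and a list was taken to stand apart below percentile 2.5 or above percentile 97.5. The random lists were drawn gene by gene, while genes of a list can move together and are not independent replicates. Lists can thus pass these percentiles more easily than independent genes would, and a percentile only describes these arrays. The sample assignment, the gene lists, the main computation, the alternatives and the rule for named genes were fixed before the data were examined. The rule took TFAP2C, the other AP-2 genes and every gene the paper names, the 15 protein-coding genes with the largest difference in each direction among those whose higher array value was at least the median of all genes, and up to 4 members of each list with the largest differences. Genes named for comparison within a list beyond that rule, namely RIGI, BBC3, BCL2L11, DDIT3, SHMT2, TRIB3 and VLDLR, were chosen after their values were seen.

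The alternatives were centring on the median difference, quantile normalization on top of RMA, removal of a loess trend of the difference on the level with a span of 0.3, a floor at percentile 25 of all values, leaving out dim probe sets or genes, a threshold of 2-fold, the brightest probe set of a gene in place of the mean, and random lists without matching on level. The computation was tested on simulated arrays made for the comparison of TFAP2C siRNA with control siRNA over 14884 genes, in which 200 genes were shifted. It placed 98.0% of the genes raised by 1 on the log2 scale and 100% of those raised by 2 beyond 1.5-fold. Of the 14684 genes left unchanged in the simulation, 2.46% also passed 1.5-fold, 172 higher and 189 lower. The simulated noise was normal, with a robust SD (from the median absolute deviation) of the differences between these arrays at each level. That robust SD was below the plain SD, at 0.23 against 0.31 in the brightest 20.0% of probe sets. The simulated spread thus leaves out wide tails, can include real differences and is no measure of the spread between cultures. Python 3.11.15 was used with pandas 2.3.3, numpy 2.4.6, statsmodels 0.14.6 and matplotlib 3.10.9. The qRT-PCR, protein, cell growth, motility and tissue database results of the paper have no values among the files used and were not analysed here.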

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

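The tests of explanations in this part were chosen after the differences had been seen. The interferon-stimulated genes are a group that the paper does not discuss, apart from XAF1, and their median log2 difference between the TFAP2C siRNA and control siRNA arrays was 1.97. Scaling between the arrays is argued against, since the highest median among 10000 random gene lists of the same size and level was 0.21. Both arrays held RNA of siRNA-transfected cells, so a response common to both siRNAs would not show in the difference. Open are a response to the TFAP2C siRNA duplex in particular, the loss of TFAP2C itself and a difference between the cultures. There is only 1 array with TFAP2C siRNA, on which TFAP2C differed by -1.53, and none with a second siRNA against TFAP2C. These explanations cannot be told apart here. A hypothesis that knockdown of TFAP2C induces the interferon-stimulated genes, or XAF1 with them, would need a second siRNA and replicate cultures. The arrays cannot tell them apart for the other higher genes either, PMAIP1 (1.74) among them. For PMAIP1 the paper also reports qRT-PCR, with higher mRNA after TFAP2C siRNA in NCI-H292 and other NSCLC cell lines. It reports lower PMAIP1 mRNA when TFAP2C was overexpressed in WI-26 VA4 cells.

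The 15 protein-coding genes with the largest differences among genes at or above the median level, none of which the paper discusses, were also higher after TFAP2C knockdown. Members of the interferon list were IFI44L (log2 difference 6.87), IFI44 (5.59), MX2 (3.23), BST2 (2.98), IFIT1 (2.79), DDX60 (2.73), HERC5 (2.62), OASL (2.59), IFIT3 (2.27), SAMD9L (2.12) and ISG15 (2.08). Not on the list were IL7R (2.26), DDX60L (2.23), LAMP3 (2.13) and HELZ2 (2.01). The list is not complete, so this does not set them apart from an interferon response. The control value of IFI44L lies under percentile 25 of that array, so the size of its difference is uncertain, and it is 5.72 with the floor at percentile 25 of both arrays.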

How the results depend on the processing

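No alternative reversed a result with a difference of more than 1.5-fold. TFAP2C, the 6 measured genes of the paper's selection and the first rank of PMAIP1 among them kept their direction and their side of 1.5-fold under centring, quantile normalization, the loess trend, the floor and the brightest probe set. The filter on dim genes leaves 5 of the 6, all more than 1.5-fold higher, as DLC1 is under it. With a floor at percentile 25, 1052 probe sets were higher and 1069 lower, and the difference of MIR519A1 became 0, as both of its values lie under the floor. Without dim probe sets or genes, 758 probe sets were higher and 756 lower, 176 genes higher and 129 lower, and 123 protein-coding genes lower. Fewer are counted, and among probe sets the dim ones also passed 1.5-fold more often. In the dimmest 20.0% of probe sets 12.9% were beyond 1.5-fold, against 4.87% in the brightest 20.0%. At 2-fold there were 446 probe sets higher and 364 lower, 86 genes higher and 19 lower, 71 protein-coding genes higher and 15 lower, and 2 of the 9 selected genes higher.

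Chosen after the data had been seen were a log2 difference of 1.5 as threshold, with 95 probe sets higher and 81 lower, 29 genes higher and 2 lower, 27 protein-coding genes higher and 2 lower and 1 selected gene higher, and named probe sets alone, with 377 higher and 323 lower. Without the interferon list, also chosen afterwards, 203 protein-coding genes were higher. That count still holds interferon-related genes that are not on the list, such as CXCL10 (1.41).

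A tally of 842 values under the alternatives covers single genes, the miR-519a probe sets and the rank of PMAIP1. Of these, 829 stayed on their side of 1.5-fold or, for the rank, unchanged. Of 202 list medians under the alternatives, 189 stayed on their side of the percentiles that set a list apart. Part of both tallies follows from the settings. Centring moved every difference by only 0.004, and the brightest probe set can change only the values of the 779 genes with several. The AP-2 list moved to -1.53 without dim genes, where TFAP2C alone is left. YAP and TEAD targets passed with the floor (0.15), the brightest probe set (0.26) and without dim genes (0.15), and EGFR family genes with quantile normalization (0.15), the loess trend (0.18) and without dim genes (0.37). Without dim genes some other medians were also lower than over all members. They were 0.03 for 6 NRF2 targets, -0.05 for 3 CDK inhibitor and G1 arrest genes and -0.11 for 2 leukocyte markers. The 3 were RB1, RBL2 and CCNG2, without CDKN2A, and the 2 were CD68 (0.77) and CD14 (-0.98), which differed in opposite directions. ERK feedback genes no longer passed against unmatched lists (0.13), hypoxia genes with the loess trend (0.13) and unmatched lists (0.11), and ribosomal protein genes with quantile normalization (-0.13), the loess trend (-0.12) and without dim genes (-0.15). The cause of these list moves was not tested. Counting genes of probe sets with several names was not run, as there are none. No paired analysis was possible because each condition has 1 array. Dim probe sets limit what can be read from the counts, and no array alternative adds a replicate.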

Differences from the paper's values

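The paper gives 1152 genes higher by more than 1.5-fold after TFAP2C knockdown, and 2024 probe sets passed that threshold here, or 335 genes among the named ones. Of the alternatives set before the data were examined, the floor at percentile 25 came within 1.5 times of the paper's number (1052 probe sets), and centring (2004), quantile normalization (1914), the loess trend (1908), the filter on dim probe sets (758) and the 2-fold threshold (446) did not. How probe sets were merged into genes is not stated in the paper's text.

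After leaving out pseudogenes and non-functioning genes, the paper has about 380 genes in Fig. 1, and 228 protein-coding genes passed 1.5-fold here. None of the alternatives set before the data were examined came within 1.5 times of the paper's number: centring and quantile normalization each gave 226, the loess trend 227, the floor 204, the filter on dim genes 158, the 2-fold threshold 71 and the brightest probe set 234. The paper's criterion for a non-functioning gene is not stated, so the protein-coding count may not be its match. Over all gene types 335 genes passed here, 19 of them transcribed pseudogenes, and 30.0% of the probe sets have a name.

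The paper's value for PMAIP1, 1.741-fold, equals the log2 difference found here, 1.741, which is 3.34-fold on a linear scale. On the log2 scale the values do not differ. If 1.5 were read on the log2 scale too, PMAIP1 would be the 1 gene to pass among the 6 measured genes of the paper's selection, and on the linear scale all 6 pass.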

Other observations

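The tests of dim probe sets and of scaling in this part were chosen after the differences had been seen. The lists that are described at no claim had median log2 differences between -0.16 and 0.22. Of 13 EGF receptor and ligand genes, ERBB3 (log2 difference 0.84) and ERRFI1 (0.65), a feedback inhibitor of EGFR, were more than 1.5-fold higher after TFAP2C knockdown and none was lower. None of 8 genes of the unfolded protein response passed 1.5-fold, but their median of 0.22 was at percentile 99.6 of random lists of the same size and level. None of the 13 measured genes among 24 listed p53 targets passed 1.5-fold either, with a median of -0.01 at percentile 66.8. PMAIP1, which p53 can also activate, is not among the 13, and CDKN1A has no named probe set. Of 11 ERK feedback genes 0 passed it, with a median of 0.13 at percentile 98.0, and with the brightest probe set per gene DUSP5 did (0.86). All 18 ribosomal protein genes had lower values, by a median of -0.16 at percentile 1.67, with 0 past 1.5-fold. Of 16 NF-kB targets, CXCL2 (1.15) was higher and CCL2 (-0.98) lower, and of 15 airway secretory genes, AGR2 (0.67) was higher and SPDEF (-0.97) lower, where CCL2 and AGR2 are among the genes left out by the filter on dim genes. In the NRF2 list TXNRD1 (0.74) was higher, and of 17 squamous genes DSC2 (0.62) was higher and KRT14 (-0.69) lower. The median was 0.10 for YAP and TEAD targets, of which AXL (0.62) and DLC1 were more than 1.5-fold higher. For hypoxia and glycolysis genes it was 0.11, at percentile 98.0, although DDIT4 (-0.65) and PGAM1 (-0.61) were more than 1.5-fold lower and none was higher. DDIT4 no longer passed with the loess trend (-0.57). Other medians were 0.12 for 4 CDK inhibitor and G1 arrest genes (CDKN2A, RB1, RBL2 and CCNG2), 0.02 for cholesterol synthesis genes and -0.02 for TGF-beta response genes. The reference genes had a median of -0.15, and B2M among them passed 1.5-fold with its brightest probe set (0.93). Markers of other cell types had medians of 0.05 (9 leukocyte markers), -0.13 (4 fibroblast markers) and 0.09 (8 endothelial markers), and of the leukocyte markers CD68 (0.77) was more than 1.5-fold higher and CD14 (-0.98) lower.

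Of 22 further interferon-related genes looked up after the data were seen, 7 are named by the probe annotation used here. CXCL10 differed by 1.41, CD274, which encodes PD-L1, by 1.29, PDCD1LG2, which encodes PD-L2, by 1.26, SLFN5 by 0.44, TLR3 by 0.36, IRF3 by 0.14 and IRF1 by -0.09. Further genes with lower values after knockdown were EIF4B (-1.26 over 2 probe sets and -0.78 for the brighter), a translation initiation factor, and EIF4EBP1 (-0.94), an inhibitor of translation initiation, along with IL20RB (-1.30), CEMIP (-1.26), NNMT (-1.20), TMT1A (-1.15) and CEL (-0.97). The paper cites earlier NSCLC work in which TFAP2C inhibits AKAP12 and activates CDK6 through higher miR-183 and lower miR-33a. Loss of that effect would raise AKAP12 and lower CDK6, but their RNA differed by -0.03 and 0.24. MIR33A was higher by 0.60 and MIR183 lower by more than 1.5-fold, at 2.93 against 3.93, both the reverse of the cited effect. EGFR and ECM1, cited as raised by TFAP2C in breast cancer and melanoma, differed by 0.40 and 0.00. MIR21, cited as targeting PMAIP1 mRNA, differed by 0.56. MIR183 and MIR33A are dim, and their differences become 0 with a floor at percentile 25. With quantile normalization and the loess trend MIR33A no longer passed 1.5-fold (0.57 with each) and MIR21 passed it (0.62 and 0.64).

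A pattern across the arrays is that dim probe sets often passed 1.5-fold in both directions. In the dimmest 20.0% of the probe sets, 12.9% were beyond 1.5-fold, 782 higher and 605 lower, against 4.87% in the brightest 20.0%, with 271 higher and 251 lower. The spread of dim probe sets is a candidate explanation for many of these differences, MIR519A1 among them. A change of dim transcripts by the knockdown was not tested, as it would need replicate arrays.

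The mitosis, replication and ATF4 target lists had medians of -0.43, -0.37 and -0.63, with 22 of 22, 18 of 20 and 11 of 15 members below 0, while CCNE1 of the replication list and ATF3 and VLDLR of the ATF4 target list were more than 1.5-fold higher. A scaling trend that lowers bright probe sets is argued against as the whole cause, since the lowest medians among 10000 random lists of the same levels were -0.24 for the mitosis list, -0.24 for the replication list and -0.30 for the ATF4 target list. A slower cell cycle after loss of TFAP2C, a response to the siRNA duplex and a difference in the density of the 2 cultures remain open and were not tested, since each condition has 1 array.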
